A study of Mus musculus with 4 samples. Its data were reported in "Microbiota-assisted iron uptake promotes immune tolerance in the intestine" (2023).

How the data were processed

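RNA was sequenced from mouse CD4 T cells of the spleen (C57BL/6) that were driven towards induced regulatory T (iTreg) cells in culture. The medium held TGF-β (5 ng/mL), IL-2 (100 U/mL) and antibodies that block IL-4 and IFN-γ (5 µg/mL each). Cells received ferrous sulfate (FeSO4, 50 µM per the study's methods and labels) or PBS (Mock) for 4 days. Each group had 2 libraries, numbered 1 and 2 in the labels, and groups were taken from the labels alone.

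The deposited values were raw read counts per Ensembl gene, 1 column per library, which the authors had not normalized. Per the methods, the authors aligned reads to the mouse genome build mm9 with STAR and tested differences with DESeq. The program that counted reads, its strand setting and the annotation were not stated. The 47729 gene IDs in the table reach beyond those of the mm9 annotation used here for positions (GENCODE M1, NCBIM37), so the counts were made with a later annotation, and positions are given for orientation. Symbols were matched by Ensembl ID: 32799 IDs had one and 14930 did not, and the latter held 0.755% of counts. Some symbols are older ones (Sc4mol is now called Msmo1). No column of another sample was present in the table.

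The table ended with 5 rows of reads that were not assigned to a gene. They were left out of library sizes and tests. Reads without a feature made up 4.36 to 6.03% of a library, ambiguous reads 3.78 to 3.91%, reads of low alignment quality 0.802 to 0.988%, unaligned reads 1.8 to 2.31%, and reads with more than 1 alignment 4.27 to 4.62%. Because reads with more than 1 alignment were not counted, genes with near-identical copies or processed pseudogenes (Fth1, Ftl1, Gapdh, Aldoa, Pgk1, Tpi1, Pgam1, Scd1 and Scd2, the guanylate-binding proteins and Ly6a) can be under-counted. Genes whose exons overlap those of another gene lose ambiguous reads or gain the neighbor's.

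Between 35183187 and 40859178 reads per library lay in gene rows. A count of 3, the upper limit that a count of 0 allows, corresponded to 0.0734 to 0.0853 CPM, the usual count scaled by library size. Intervals for single libraries are 95% Wilson intervals. The labels mention no molecular identifiers, so intervals and limits cover counting error only. Replicates were compared by a chi-square statistic over genes. It was 11.4 per degree of freedom for the Mock pair and 9.41 for the FeSO4 pair, so in neither group were the libraries within sampling noise of each other.

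Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group (13732 genes, holding 99.95% of counts), scaled by TMM, and tested with the quasi-likelihood F test, FeSO4 against Mock, with Benjamini-Hochberg adjustment over all genes kept. CPM values use the TMM-scaled library sizes. The standard error of a log2 fold change is its size divided by the square root of F. Calls were counted at an adjusted p under 0.05 and, after the study's threshold, at an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.5. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), and for over-representation with the two-sided Fisher's exact test against all genes kept. Both were adjusted over the 9 lists. Alternatives were DESeq2 1.42.0, limma-voom, other scalings and filters, the replicate number as a block, each library left out in turn, fry, and an estimated inter-gene correlation. The tests, the 20 genes of the study's questions, the 9 lists, the markers of other cell types and these alternatives were chosen before the data were examined. The prior count and gene filter for the log2 ratios of the same-numbered pairs had not been fixed beyond the kept genes. The prior count of the list tests was used, and other choices are given in the closing section.

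The text names preset genes, the 5 largest increases and decreases (adjusted p under 0.05, mean of at least 10 CPM, both FeSO4 libraries on one side of both Mock libraries, symbols that are only clone or model numbers passed over), the 5 genes of smallest p, and up to 4 genes of smallest p per list. Cell type markers are named as well, for which only values per library had been planned. Genes named beyond this rule are marked as such. Some preset genes and markers are not reported here by name.

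The fit was tested on simulated data: negative binomial counts drawn from the means, dispersions and library sizes of the 13732 genes. Of 194 changed genes that passed the filter, 142 were called (73.2%), none in the wrong direction, and 11 unchanged genes were called. At absolute log2 fold changes of at least 1, 80% were called. Camera called the 1 simulated changed list and 0 of 20 unchanged lists. Genes were drawn independently of each other, so the simulated lists cannot show how camera performs on correlated genes. Each changed gene was given an absolute log2 fold change of at least 0.5. In the data, 1776 of the 2750 genes called changed by less, so the recovered share does not cover them.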

Results

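The transcriptomes of iTreg cells cultured with FeSO4 or with PBS (Mock) for 4 days were compared, with 2 libraries per group. iTreg cells are CD4 T cells that acquire the transcription factor Foxp3 in culture under TGF-β. The gene rows held 39747890 and 40859178 reads in Mock replicates 1 and 2, and 35183187 and 37735336 in FeSO4 replicates 1 and 2. Reads were found for 19427 genes in Mock replicate 1, against 17639 to 18597 in the other libraries. The biological coefficient of variation was 8.24%. With 2 libraries per group, an SD rests on a single difference, and the adjusted p-values of edgeR's quasi-likelihood test borrow their spread from all genes.

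The study asked which genes iron regulates in iTreg cells. Of 13732 genes tested, 1491 were higher and 1259 were lower in FeSO4 at an adjusted p under 0.05 (20.03% of genes). Without the adjustment, 4434 genes had p under 0.05, where 687 are expected by chance. Most changes were small. The median absolute log2 fold change of the called genes was 0.39, 1776 of them changed by less than 0.5, and 411 changed by at least 1 (186 higher, 225 lower). In 2741 of the 2750 called genes, both FeSO4 libraries lay on one side of both Mock libraries. With 2 libraries per group a small p favors such genes, so this is no separate support for the calls. Over all tested genes, the share with such a separation was 59.5%, and chance gives 33.3%. The filter moved the sum of these counts most. With all genes of at least 1 count tested, 524 genes were higher and 304 lower. The balance of the directions depended on the scaling. Higher genes made up 54.2% of calls with TMM, 54.7% with the size factors of DESeq2, 48% with the upper quartile and 35.1% with library size only.

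At the study's threshold (unadjusted p under 0.05, absolute log2 fold change of at least 0.5), 641 genes were higher and 787 were lower in FeSO4, and 974 of these 1428 genes also had an adjusted p under 0.05. Higher genes made up 44.9% of these calls, and 34.3% with library size only. The alternative that moved the counts most was a larger minimum change of 1, which left 274 higher and 371 lower genes. Among the lower calls, 47 had no more than 3 counts in either FeSO4 library. Among the higher calls, 11 had no more than 3 counts in either Mock library.

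**Figure D1:**
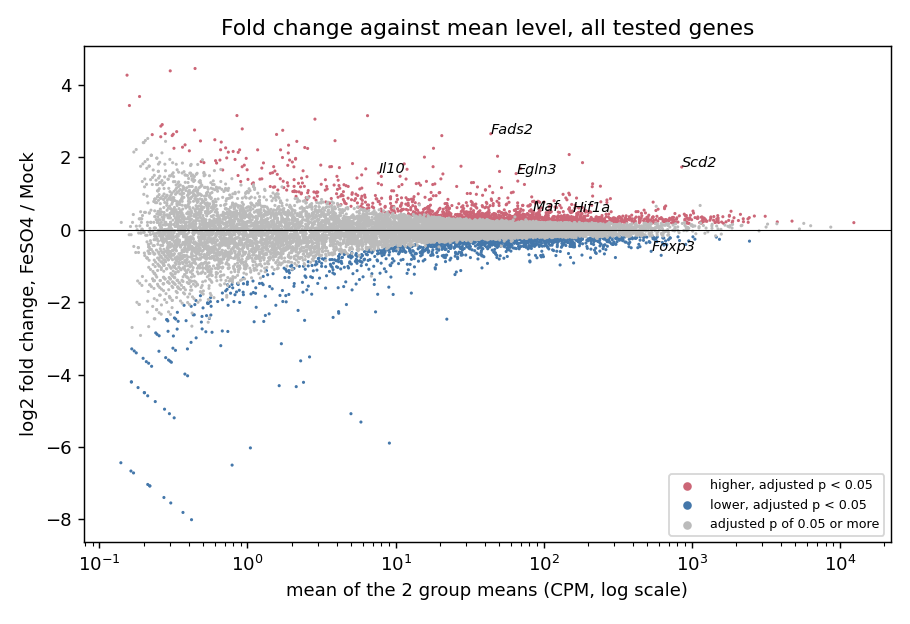
Log2 fold change (FeSO4 / Mock) of each of the 13732 tested genes against the mean of the group means in CPM (log scale), with the 1491 higher and 1259 lower genes at an adjusted p under 0.05 in color. The strongly negative values at the left belong to weakly expressed genes with few or no FeSO4 counts, whose fitted size is not a measurement.

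Maf, which encodes c-Maf, rose from 69 ± 2.89 CPM in Mock to 98.2 ± 0.00676 CPM in FeSO4 (SD, n = 2 each), a log2 fold change of 0.51 ± 0.07 (SE, adjusted p = 0.000112). Maf (ENSMUSG00000055435) lies on chromosome 8 at 118206842 to 118231694 (mm9, minus strand), and its exons overlap those of Gm15655. Foxp3 fell from 640 ± 75.5 to 424 ± 67.9 CPM (SD, n = 2 each), a log2 fold change of -0.59 ± 0.09 (SE, adjusted p = 0.000223). Foxp3 (ENSMUSG00000039521) lies on chromosome X at 7156802 to 7172369 (mm9, plus strand), where its exons overlap those of Ppp1r3f, 4930524L23Rik and Ccdc22. Without the filter on low counts, the adjusted p of Foxp3 was 0.067.

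The study also asked about the HIF transcription factors. Epas1, which encodes HIF-2α, was near the limit of use, at 1.5 ± 0.311 CPM in Mock and 1.2 ± 0.331 CPM in FeSO4 (SD, n = 2 each). No difference was detectable at this depth (log2 fold change -0.32 ± 0.39, SE, adjusted p = 0.616). Epas1 (ENSMUSG00000024140) lies on chromosome 17 at 87153247 to 87232750 (mm9). Hif1a was higher by 0.49 ± 0.07 on the log2 scale (SE, adjusted p = 0.000158). Arnt (-0.16 ± 0.08) and Hif3a (0.28 ± 0.68) did not pass the threshold, and the sign for Hif3a changed with the library left out. All of these values are mRNA levels and do not test protein. The study reported that iron raised HIF-2α protein, but neither its mRNA nor the protein encoded by Hif1a, after a shorter treatment.

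Tfrc, which encodes the transferrin receptor TfR1, was at 494 ± 35.4 CPM in Mock and 540 ± 46.4 CPM in FeSO4 (SD, n = 2 each). The libraries of the groups overlapped (log2 fold change 0.13 ± 0.07, SE, adjusted p = 0.228). Tfrc (ENSMUSG00000022797) lies on chromosome 16 at 32609006 to 32632880 (mm9). The ferritin genes Fth1 and Ftl1 were higher in both FeSO4 libraries than in both Mock libraries, by 0.39 ± 0.06 and 0.26 ± 0.06 on the log2 scale (SE, adjusted p = 0.000396 and 0.00766). Both have processed pseudogenes, so their counts are uncertain.

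Of the 20 preset genes, 15 passed an adjusted p of 0.05 over all genes, and 15 when adjusted over the list alone. The study had labeled 12 of the 20 in its own plot of these libraries, so they are not independent evidence. Of these 12, 11 were higher in FeSO4 with an adjusted p under 0.05, and 1 was not called. Of the other 8, 4 passed. The largest increase among the 20 was that of Fads2 (ENSMUSG00000024665, 12 ± 2.75 to 75.9 ± 1.25 CPM, SD, n = 2 each; log2 fold change 2.66 ± 0.11, SE, adjusted p = 1.29e-10). Scd1, Scd2, Il10, Egln3 and Fgl2 rose by 1.25 to 1.86 on the log2 scale, and Srebf1, Icos and Ahr by 0.50 to 0.82. The log2 fold change of Ahr was 0.31 without FeSO4 replicate 1 and 0.68 without FeSO4 replicate 2.

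**Figure D2:**
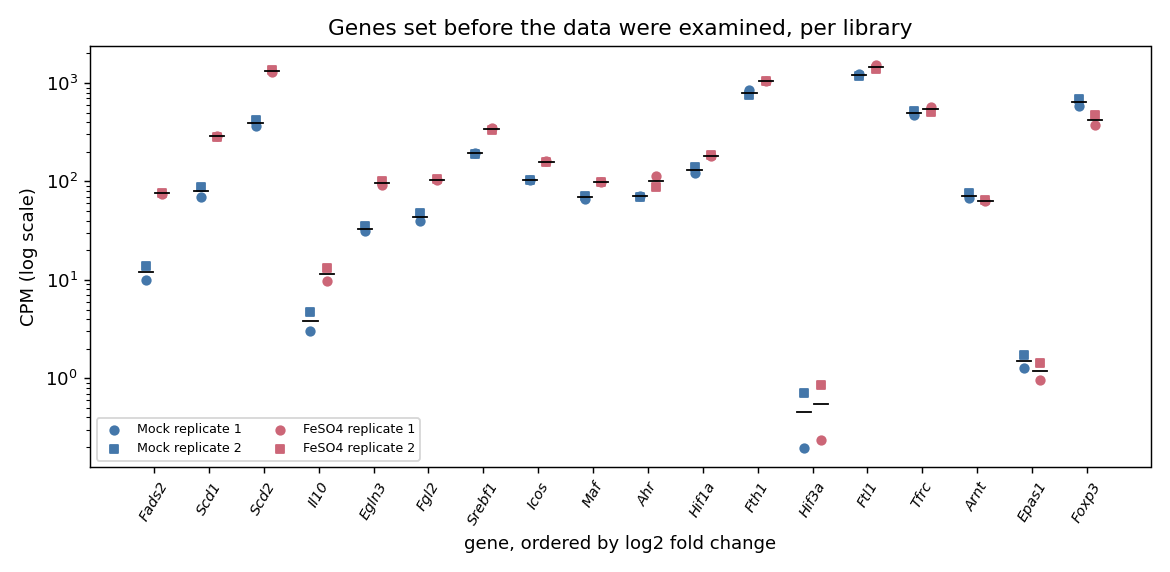
CPM (log scale) of the preset genes that are reported by name in each library, Mock in blue and FeSO4 in red, circles for replicate 1 and squares for replicate 2, with bars at the group means (n = 2). The genes run from the largest increase (Fads2, 2.66) to the largest decrease (Foxp3, -0.59) on the log2 scale, and Hif3a and Epas1 lie under 2 CPM.

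Among all tested genes of at least 10 CPM chosen by the naming rule, the largest increases were those of Fads2, Iigp1 (2.60), Aldoc (2.25), Ly6a (2.08) and Gbp2 (2.03), given as log2 fold changes. Ly6a (ENSMUSG00000075602) had the smallest p of all tested genes (56.9 ± 0.494 to 241 ± 14.6 CPM, SD, n = 2 each; adjusted p = 8.95e-12). It lies on chromosome 15 at 74825308 to 74828064 (mm9) in a family of similar genes. The largest decreases were those of Sox4 (-2.47), Stxbp6 (-1.75), Sorl1 (-1.24), Cdc42bpg (-1.23) and Whrn (-1.20). Sox4 (ENSMUSG00000076431) fell from 37.6 ± 2.85 to 6.78 ± 0.542 CPM (SD, n = 2 each, adjusted p = 1.19e-09) and lies on chromosome 13 at 29040788 to 29045582 (mm9). ENSMUSG00000093930, which has no symbol in the tables used, was also among the 5 genes of smallest p, after Ly6a, Scd2, Fads2 and Scd1 (log2 fold change 1.27 ± 0.06, SE).

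Gene lists were set for the themes the study named (low oxygen, stress, leukocyte activation, cholesterol synthesis), for proliferation and for iron itself. The study had drawn the named themes from the genes it called in these same libraries. Tests of the lists on those themes are therefore not independent evidence. By camera with a preset correlation, 8 of the 9 lists were higher in FeSO4 at an adjusted p under 0.05. With fry, 6 of the 8 held, and the HIF targets and the cell cycle did not. With an estimated correlation, which has few degrees of freedom with 4 libraries, none of the 8 held, and the smallest adjusted p was 0.115. Adjusted over the list alone, 17 HIF targets, 12 glycolysis, 7 iron handling, 13 NRF2, 12 ATF4, 15 effector Treg and 11 cell cycle genes passed in either direction, and the counts in the text on each list are those adjusted over all genes. The study labeled 1 gene of the cholesterol list, 4 of the fatty acid list, 1 of the HIF list and 5 of the effector list in its plot of these libraries.

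The median log2 fold change of the cholesterol biosynthesis genes was 0.91, and all 19 tested members were higher, 18 of them past an adjusted p of 0.05 over all genes and 19 when adjusted over the list alone (camera adjusted p = 9.46e-15). Cyp51, Sqle, Sc4mol and Fdft1 had the smallest p in this list. At the study's threshold, 18 of 19 members were called, 94.7% against 10.4% of all tested genes (Fisher's exact test, adjusted p = 2.84e-16). For fatty acid synthesis and desaturation the median was 0.82, with all 15 genes higher and 13 past the threshold, and 13 adjusted over the list alone (camera adjusted p = 3.38e-09). Scd2, Fads2, Scd1 and Insig1 had the smallest p, and 8 of 15 were called at the study's threshold (Fisher's exact test, adjusted p = 0.000132).

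The HIF targets other than glycolysis had a median of 0.27, with 18 of 25 higher, 10 past the threshold upwards and 3 downwards (camera adjusted p = 0.0287). The median was 0.14 without FeSO4 replicate 2, so this library carried much of the value. Egln3, Slc16a3, Bnip3 and Vegfa had the smallest p, and without FeSO4 replicate 2 the log2 fold change of Vegfa went from 2.46 to 1.30. Adm, named after its values were seen, had 15 and 13 counts in Mock and 0 in both FeSO4 libraries. With Adm, the 1 gene at the floor, put at its bound, the median stayed at 0.27. It could not move, because Adm lies below the median either way. At the study's threshold, 8 of 25 members were called, 6 higher and 2 lower (Fisher's exact test, adjusted p = 0.00445). Glycolysis genes had a median of 0.40, with 12 of 16 past the threshold, all 12 higher (camera adjusted p = 2.4e-06; Fisher's exact test at the study's threshold, adjusted p = 0.00143). Aldoa, Tpi1, Pgk1 and Pgam1 had the smallest p there, and each can share reads with pseudogenes.

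NRF2 target genes had a median of 0.39 (13 of 17 past the threshold, all 13 higher, camera adjusted p = 1.25e-05), with Txn1, Prdx1, Tkt and Srxn1 in front. ATF4 target genes had a median of 0.34 (10 of 20 higher and 1 lower past the threshold, camera adjusted p = 0.00025), with Trib3, Asns, Atf4 and Psat1 in front. For effector Treg genes the median was 0.51 (camera adjusted p = 0.0028). Of 23 members, 12 were higher past the threshold, with Fgl2, Icos, Irf4 and Batf in front, and 3 were lower past it. Each of these 3 lists was over-represented at the study's threshold (Fisher's exact test, adjusted p = 0.0331, 0.00445 and 2.99e-07). The 3 lower effector genes, named after their values were seen, were Nt5e, Itgae and Ikzf2.

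Iron handling genes did not move in a common direction as a set (median 0.12, camera adjusted p = 0.126). Opposite changes within the list would not be detected by this test, so it does not rule out a response to iron. Past the threshold, Fth1, Hmox1, Ftl1 and Abcb10 were higher, and Slc39a14, named after its values were seen, was lower. With library size only, 3 genes were lower past the threshold. At the study's threshold 1 of 20 members was called (Fisher's exact test, adjusted p = 0.715). The cell cycle genes shifted by little but in 1 direction. All 25 were higher with TMM, DESeq2 and the upper quartile, while 22 were higher and 3 lower with library size only. The list had a median of 0.16, with 9 genes past the threshold (Ccnb1, Cdk1, Ccne1 and Tyms in front; camera adjusted p = 2.07e-05). The median was 0.091 and 5 genes passed with library size only. With TMM the largest change in the list was 0.39, and 0 of 25 reached the study's threshold (Fisher's exact test, adjusted p = 0.116).

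**Figure D3:**
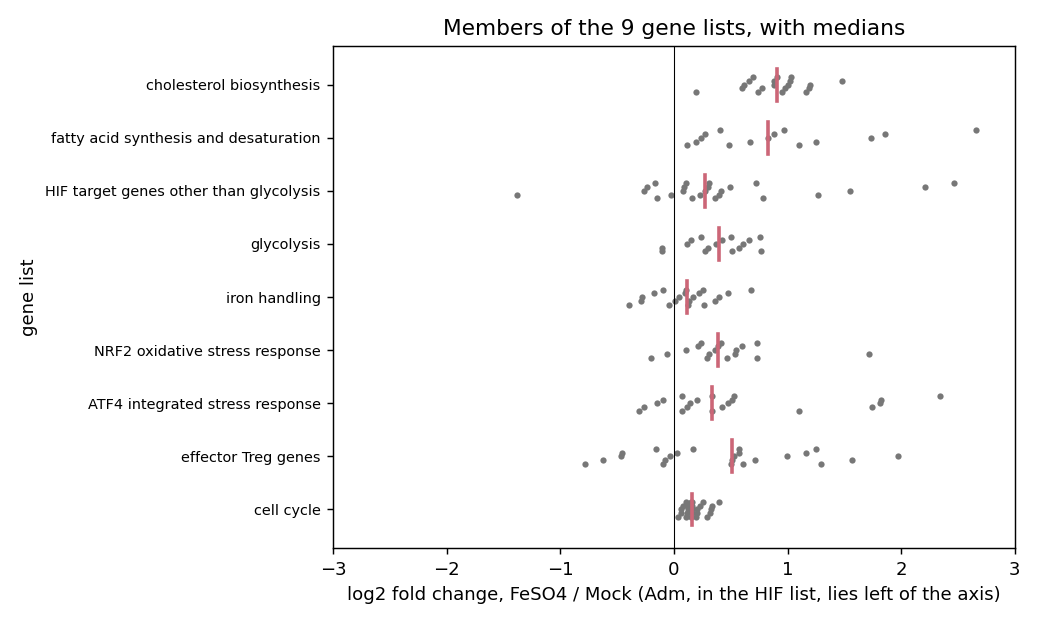
Log2 fold change (FeSO4 / Mock) of each tested member of the 9 gene lists (gray points, shifted vertically to separate them) with the list medians (red bars). The medians run from 0.12 for iron handling to 0.91 for cholesterol biosynthesis.

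The agreement of the same-numbered pairs was moderate over all genes. The log2 ratios of replicate 1 and of replicate 2 had a Pearson r of 0.43 across 13732 genes, which are not independent replicates, and the same sign in 72.3% of genes, where 50% is expected without an effect. The value depended on expression level. Over the 8522 genes with a mean of at least 10 CPM, a limit chosen after the data were seen, r was 0.80.

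Markers of other cells did not form a uniform picture. Of the B cell markers, Ms4a1 had at most 1 count in any library, whereas Ighm was at 165 and 159 CPM in Mock and 245 and 275 CPM in FeSO4. The NK cell markers Ncr1 and Klrb1c had 0 counts, which allows at most 0.0876 CPM in the shallowest library on its TMM-scaled size. However, Eomes had 19 to 44 counts, and Klrk1 had 29 and 32 in Mock and 75 and 83 in FeSO4. Hba-a1 reads were present in all 4 libraries (820 to 1284 counts), and Cst3 had 3642 to 4350 counts. The other myeloid markers had at most 29 counts in any library, except Lyz2 with 164 counts in Mock replicate 1, 8 in Mock replicate 2 and 0 in both FeSO4 libraries. Igkc had 156 counts in Mock replicate 1 and 3 to 8 in the others. Of the CD8 T cell markers, Cd8a had 25 to 94 counts and Cd8b1 had 304 to 361. The Y-linked gene Ddx3y was at 64.9 to 79.1 CPM in all 4 libraries, and Xist had 98 counts in Mock replicate 1, 10 in Mock replicate 2, and 1 and 2 in the FeSO4 libraries.

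Genes of other helper lineages, for which no test had been planned, were higher in part. The log2 fold change was 1.69 for Ifng, 1.79 for Tbx21, 2.28 for Il4, 1.76 for Il13 and 1.89 for Il17a (adjusted p from 6.56e-05 to 0.0408), while Gata3 was lower (-0.27, adjusted p = 0.0321). Of these, Il13, Il17a and Gata3 lost the threshold without the filter, and Il17a, with 7 to 33 counts per library, also with DESeq2 and limma-voom. Il13 differed between the FeSO4 libraries (2003 and 1000 counts). Il17f and Bcl6 did not pass, and Il5 and Il23r had 0 counts.

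**Figure D4:**
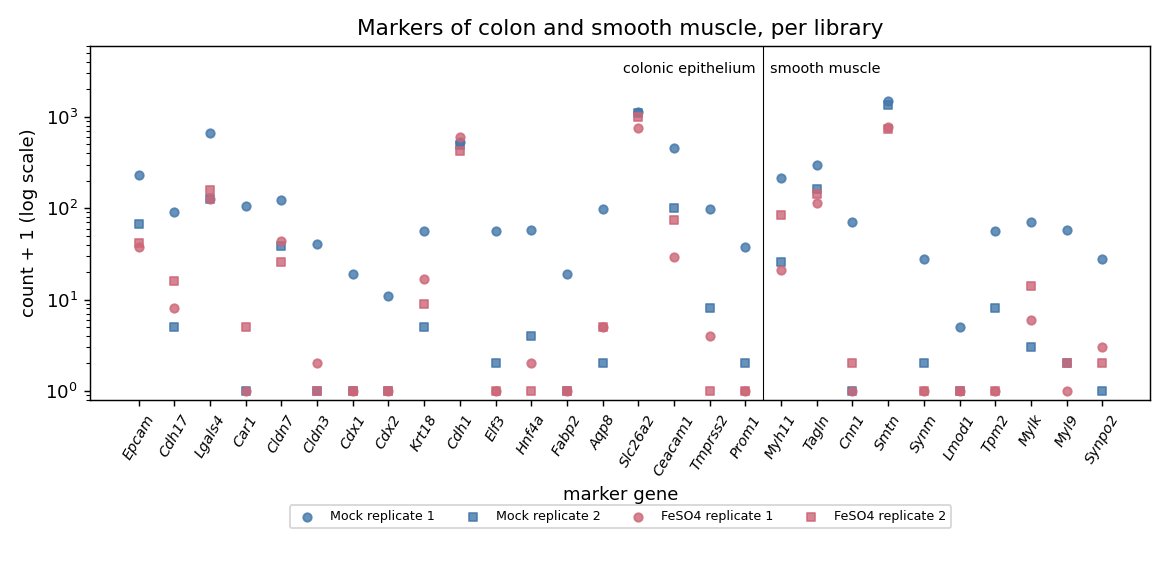
Counts plus 1 (log scale) of 18 colonic epithelium markers and 10 smooth muscle markers in each library, a choice made after the data were first seen. Mock replicate 1 (blue circles) is at least 5 times above every other library, in CPM, for 11 of the 18 and 6 of the 10.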

Values the study reported

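In iTreg cells stimulated with iron, the study reported 655 genes as upregulated and 490 as downregulated.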

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

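Both tests in this part were chosen after the values had been seen. The groups of 2 libraries were too small for a test of single outlying libraries.

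Reads that aligned to more than 1 place are not part of the gene counts, and their share was larger in both FeSO4 libraries than in both Mock libraries. It was 4.6% (95% Wilson interval 4.59 to 4.6) and 4.62% (4.61 to 4.63) in FeSO4, and 4.42% (4.41 to 4.43) and 4.27% (4.27 to 4.28) in Mock. The group means differed by 0.264 percentage points. Chance alone puts both FeSO4 libraries on 1 side in 33.3% of cases, and 3 of the 5 such shares separated the groups. A candidate explanation is a larger output of ribosomal protein genes, which have many near-identical copies. The share of gene counts on 83 such genes was 8.88 and 8.8% in FeSO4 and 7.89 and 7.54% in Mock, a difference of 1.12 points in the direction this explanation needs. Whether the unassigned reads came from these genes was not tested, since only their number is known. An effect of FeSO4 on ribosomal protein genes stays open as a biological reading.

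Reads of low alignment quality made up 0.978 and 0.988% of the FeSO4 libraries and 0.802 and 0.929% of the Mock libraries, a difference of 0.118 percentage points between the group means. Mock replicate 2 lay closer to the FeSO4 libraries than to Mock replicate 1. FeSO4 was above Mock for both replicate numbers. The labels give no batch, so a difference between library preparations or sequencing runs was not tested and stays open, beside an effect of the treatment.

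The share of reads without a feature separated the groups in the other direction. It was 4.36 and 5.21% in FeSO4 and 5.31 and 6.03% in Mock, a difference of -0.887 percentage points between the group means, the largest of the 5 shares. No explanation was tested for it, and technical and treatment effects stay open.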

How the results depend on the processing

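The corrections for GC content and length, the removal of genes that differ between the Mock libraries, and 2 of the settings for the pairs (prior count 0.5, at least 10 CPM) were chosen after the data were seen.

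Counts of genes at an adjusted p under 0.05 fell by over 1.5 times in both directions under 3 settings, and for higher genes alone under 1 more. Testing all genes with at least 1 count gave 524 higher and 304 lower genes among 22164 tested, and 828 of the 2750 genes called with the filter were still called. An adjusted p under 0.01 gave 789 and 597, and a minimum change of 0.5 gave 459 and 515, by construction. The last was library size only, which gave 980 higher and 1810 lower genes, a share of 35.1% higher against 54.2%, and at the study's threshold 34.3% against 44.9%. With the upper quartile the shares were 48% and 41.8%, and with the size factors of DESeq2 54.7% and 43.7%. The balance of directions thus depends on the scaling, and the cause was not tested. No scaling moved the median of all genes by more than 0.0655 on the log2 scale. DESeq2, limma-voom, the upper quartile, the legacy test and a minimum of 10 counts in every library stayed within 1.5 times. At the study's threshold, a minimum change of 1 gave 274 and 371 genes, and DESeq2 gave 503 higher and 647 lower.

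After correction for GC content and length (11900 genes with a value, 86.7% of those tested), 1195 higher and 848 lower genes were called (510 and 530 at the study's threshold), and 1578 of 2616 earlier calls among these genes were still called. With the replicate block in the same fit, the counts were 1318 and 968. Without the 432 genes over 2 times higher in Mock replicate 1 than in Mock replicate 2, 1575 and 1405 genes were called, and without the 348 genes over 2 times higher the other way, 1563 and 1299.

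The methods speak of pairs from independent experiments, which the labels do not tie to the replicate numbers, and there are only 2 pairs. If the numbers mark the experiments, the fit with the block is the one that matches the design. Same-numbered libraries deviated together with a correlation across genes of 0.0293 over all kept genes and 0.22 at a mean of at least 10 CPM, so the answer depended on the filter. With the replicate block, 1847 genes were higher and 1580 lower, and all 2750 genes called without it were still called. It changed no call of the 20 preset genes or the 9 lists.

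The Pearson r of the pairs moved under each setting. The Pearson r was 0.43 as reported, 0.40 with prior count 0.5, 0.40 for crossed pairs, 0.56 with at least 10 counts in every library and 0.80 at a mean of at least 10 CPM. The share of genes with the same sign was 72.3% as reported and with prior count 0.5, 69.2% for crossed pairs, 73.6% with at least 10 counts in every library and 77.2% at a mean of at least 10 CPM.

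Maf, Epas1 and Tfrc kept direction and side of the threshold under all 8 other fits. Foxp3 did so in 7, and without a filter its log2 fold change was -0.59 with an adjusted p of 0.067 (range 1e-07 to 0.067). In that setting alone, 7 genes named by rule (Ftl1, Ahr, Vegfa, Hmox1, Abcb10, Ccne1 and Tyms) lost the threshold. The cause was not tested. Leaving out a library leaves 1 in its group, so no p-values, counts of calls or over-representation were computed there. The log2 fold change ran from -0.77 to -0.44 for Foxp3, 0.47 to 0.55 for Maf, -0.64 to -0.069 for Epas1 and 0.036 to 0.21 for Tfrc. Hif3a changed sign, from -0.96 to 1.47 across the 4 fits, as did Il17f (-0.00605 to 1.05) and Bcl6 (-0.85 to 0.069), and none of the 3 passes the threshold with all libraries.

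For the gene lists, the estimated correlation took all 8 called lists over 0.05 with medians as they were: 0.91 (cholesterol biosynthesis), 0.82 (fatty acid synthesis), 0.27 (HIF targets), 0.40 (glycolysis), 0.39 (NRF2), 0.34 (ATF4), 0.51 (effector Treg genes) and 0.16 (cell cycle). Under fry, HIF targets (adjusted p 0.446) and cell cycle (0.0743) were lost. Library size only, the stricter filter and the replicate block changed the call of no list. The medians of iron handling and the cell cycle fell to 0.051 and 0.091 with library size only. Across the 4 fits that each left out 1 library, the median ran from 0.90 to 0.95 for cholesterol biosynthesis, 0.66 to 0.87 for fatty acid synthesis, 0.14 to 0.35 for HIF targets, 0.082 to 0.14 for iron handling and 0.40 to 0.55 for effector Treg genes. Only the HIF list moved by over 1.5 times, to 0.14 without FeSO4 replicate 2. Over-representation turned from below to above the background for iron handling (25% of members) and the cell cycle (36%) when genes with an adjusted p under 0.05 replaced the study's threshold, and neither passed the test in either form.

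Depth limits statements on Epas1 and Hif3a, which lay under 2 CPM.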

Other observations

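Each pattern here was noticed in the data first. The gene lists used to test them were written afterwards from genes not yet examined. The tests of an effect of the Mock culture and of GC content and length in the excess of lower genes, and the background shares for the stem cell and endoderm markers, were chosen after results had been seen.

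The number of genes lower in FeSO4 at the study's threshold was 787. That is higher than the value quoted from the study above. With DESeq2, 503 genes were higher and 647 lower. These counts lie close to the quoted ones with the directions exchanged. The reason was not tested. Maf and the lipid genes that the study labeled in its plot were higher in FeSO4 here. No biological explanation was tested.

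Mock replicate 1 held transcripts of other tissues. Of 18 markers of colonic epithelium, 61.1% were at least 5 times higher there than in every other library, and so were 60% of 10 smooth muscle markers. Of the 18, 4 were at 1 CPM or more in every other library too. The most abundant were Slc26a2 (1122 counts in Mock replicate 1, 758 to 1105 elsewhere), Lgals4 (670 against 125 to 159) and Cdh1 (535 against 424 to 596), so the clearest evidence comes from genes that were nearly absent elsewhere, such as Elf3 (55 against 0 to 1) and Hnf4a (57 against 0 to 3). An effect of the Mock culture is argued against by Mock replicate 2, whose median level of the 18 markers was 3.67% of that in Mock replicate 1. Their summed level was 49.5%, but 91.8% of that sum in Mock replicate 2 came from the 4 markers present in all libraries. Xist was also highest in this library, beside Y-linked genes in all 4. Reads or RNA of another sample, acquired in the laboratory or during sequencing, is a candidate explanation, and these routes were not separated. Of the smooth muscle markers the most abundant, Smtn, was not specific to this library (1480 and 1364 counts in Mock, 785 and 744 in FeSO4). These genes are named after their values were seen.

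Several stem cell and endoderm transcripts were seen in the Mock libraries at low counts. Of 11 pluripotency markers above 3 counts in sum, 54.5% were higher in both Mock libraries than in both FeSO4 libraries. The share was 19.8% among the 500 genes nearest to each marker in summed count (exact one-sided p = 0.00979) and 29.4% among all tested genes (exact one-sided binomial p = 0.0712). All but Klf4 had fewer than 20 counts in any library, and Esrrb ran the other way. The most abundant, Klf4 (160 and 155 against 66 and 91 counts), is also a T cell gene. Of 7 early endoderm markers, 42.9% followed the pattern, against 26.9% of genes of like count (exact one-sided p = 0.285), and the most abundant, Cubn, overlapped between the groups (271 and 342 against 195 and 279 counts). Whether reads of another cell type entered both Mock libraries stays open, because the counts are few and the outcome depends on the background.

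Lower genes outnumbered higher genes at the study's threshold (787 against 641). Foreign reads in Mock replicate 1 are not supported as the whole cause: 4.96% of lower and 4.37% of higher calls had Mock replicate 1 over 2 times Mock replicate 2, a difference of 0.587 points (two-sided Fisher's exact test, p = 0.618). The reverse, Mock replicate 2 over 2 times Mock replicate 1, held for 2.16% of lower and 5.77% of higher calls, so lower calls leaned towards Mock replicate 1 and higher calls did not. Without the 432 tested genes that were over 2 times higher in Mock replicate 1, 748 of the lower and 613 of the higher calls were left. The excess was then 135, against 146 with all genes. A new fit without these genes gave 824 lower and 641 higher calls, an excess of 183. Among the calls made with all genes, these genes thus held a part of the excess at most. The new fit called 1575 higher and 1405 lower genes at an adjusted p under 0.05, against 1491 and 1259 with all genes. Because it made more calls on fewer genes, its larger excess cannot show what share these genes hold. At a mean of at least 1 CPM, lower calls exceeded higher ones by 34, and under 1 CPM by more (230 against 118). Among genes with at least 10 counts in every library, the same calls left an excess of 41, but a new fit to these genes gave 660 lower and 568 higher calls, an excess of 92. It stays open how far the excess is limited to weakly expressed genes. Correction for GC content and length gave 530 lower and 510 higher calls, an excess of 20, where the same genes had an excess of 64 before it (621 against 557). Part of the excess may thus follow such a trend, and part lay in genes without a GC content and length.

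The number of genes changed (2750) was large for 2 libraries per group. A trend with GC content and transcript length is not the whole cause, since 60.3% of the calls stayed after its removal, but the other calls depend on that correction.

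Interferon-induced genes were among the strongest increases, although IFN-γ was blocked in the medium. Interferon gamma genes not looked at before had a median log2 fold change of 0.66 (14 of 16 higher, 12 past the threshold on their own, camera adjusted p = 2.93e-07), and type I interferon genes of 1.18 (10 of 13 higher, camera adjusted p = 0.000214). Of the type I genes, 4 passed on their own, 1 with DESeq2 and 2 with library size only. Both held with fry and neither with an estimated correlation (adjusted p = 0.177). Of the most abundant genes of the first list, Psmb8, Tap1 and Ifi47 rose by 0.54 to 0.68 on the log2 scale, while Socs1, as abundant as these, did not change (-0.0095). Most genes of the second had under 100 counts, and Ifit2 and Ddx58, its most abundant, did not change. Many of these genes respond to both kinds of interferon. The rise may reflect the higher Ifng mRNA, which is a hypothesis, and Socs1 speaks against a uniform response. Neither cytokine protein nor signaling was measured.

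Foxp3 mRNA was lower in FeSO4. A weaker TGF-β signal is a candidate explanation: 9 of 10 response genes not looked at before were lower, with a median log2 fold change of -0.23 (camera adjusted p = 0.00692, fry 0.0172, estimated correlation 0.177). Ski, the most abundant, and Id3 were among the 5 that passed on their own, while Skil, second in abundance, did not (adjusted p = 0.0663). A smaller share of Foxp3-expressing cells stays open for these libraries. From staining of Foxp3 protein in iTreg cultures, the study reported that iron sulfate changed Foxp3 induction little. That protein result speaks against a smaller share, but it was not tied to the RNA of these libraries. Other Treg signature genes had a median of -0.45 (camera adjusted p = 0.0516), with 6 lower and 2 higher past the threshold (0 higher with library size only), and bulk RNA does not separate a lower level per cell from fewer such cells.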
